# Tubular Elabela-APJ axis attenuates ischemia-reperfusion induced acute kidney injury and the following AKI-CKD transition by protecting renal microcirculation

**DOI:** 10.7150/thno.84308

**Published:** 2023-06-04

**Authors:** Mingrui Xiong, Hong Chen, Yu Fan, Muchuan Jin, Dong Yang, Yuchen Chen, Yu Zhang, Robert B. Petersen, Hua Su, Anlin Peng, Congyi Wang, Ling Zheng, Kun Huang

**Keywords:** elabela, APJ, acute kidney injury, AKI-CKD transition, renal microvascular blood flow

## Abstract

**Rationale:** Ischemia-reperfusion injury (I/R) is a common cause of acute kidney injury (AKI). Post-ischemic recovery of renal blood supply plays an important role in attenuating injury. Exogenous application of elabela (ELA) peptides has been demonstrated by us and others to alleviate AKI, partly through its receptor APJ. However, the endogenous role of ELA in renal I/R remains unclear.

**Methods:** Renal tubule specific ELA knockout (*Apela^Ksp^* KO) mice challenged with bilateral or unilateral I/R were used to investigate the role of endogenous ELA in renal I/R. RNA-sequencing analysis was performed to unbiasedly investigate altered genes in kidneys of *Apela^Ksp^* KO mice. Injured mice were treated with ELA32 peptide, Nω-hydroxy-nor-L-arginine (nor-NOHA), prostaglandin E2 (PGE2), Paricalcitol, ML221 or respective vehicles, individually or in combination.

**Results:** ELA is mostly expressed in renal tubules. Aggravated pathological injury and further reduction of renal microvascular blood flow were observed in *Apela^Ksp^* KO mice during AKI and the following transition to chronic kidney disease (AKI-CKD). RNA-seq analysis suggested that two blood flow regulators, arginine metabolizing enzyme arginase 2 (ARG2) and PGE2 metabolizing enzyme carbonyl reductases 1 and 3 (CBR1/3), were altered in injured *Apela^Ksp^* KO mice. Notably, combination application of an ARG2 inhibitor nor-NOHA, and Paricalcitol, a clinically used activator for PGE2 synthesis, alleviated injury-induced AKI/AKI-CKD stages and eliminated the worst outcomes observed in *Apela^Ksp^* KO mice. Moreover, while the APJ inhibitor ML221 blocked the beneficial effects of ELA32 peptide on AKI, it showed no effect on combination treatment of nor-NOHA and Paricalcitol.

**Conclusions:** An endogenous tubular ELA-APJ axis regulates renal microvascular blood flow that plays a pivotal role in I/R-induced AKI. Furthermore, improving renal blood flow by inhibiting ARG2 and activating PGE2 is an effective treatment for AKI and prevents the subsequent AKI-CKD transition.

## Introduction

Acute kidney injury (AKI), associated with high mortality, is defined by a rapid increase in serum creatinine, decreased urine output, or both 1, 2. Although considered to be a reversible disease, AKI patients have a higher risk of transition to chronic kidney disease (CKD) 3. Ischemia-reperfusion injury (I/R) is the most common cause of AKI and occurs in multiple clinical settings including cardiac surgery, major surgery, or cardiorenal syndrome 4. The pathophysiological mechanisms of I/R-induced AKI, as well as the AKI to CKD transition, remain poorly understood, and effective therapy to treat/prevent AKI is lacking.

The kidney is one of the most vascularized organs receiving 20-25% of the cardiac output in adults 5. When the renal artery supplies blood to the kidney, it forms a complex and dynamic microcirculatory network that provides intraglomerular pressure, peritubular capillary pressure, perfusion and oxygenation to sustain renal function 6. This vascular microcirculation network, which is highly sensitive to hypoxic conditions, is a major target in I/R 7, 8.

Apelin receptor (APJ), a membrane G protein-coupled receptor (GPCR), plays crucial roles in the regulation of cardiac contractility and blood pressure 9. Elabela (ELA, encoded by *APELA*) is an endogenous ligand of APJ receptor 10, 11, but it may also function independent of APJ 10, 11. ELA is synthesized as a 54-residue pro-peptide that is cleaved to produce a mature 32-residue secreted peptide, ELA32 10-13.

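The mouse gene, Apela (ENSMUSG00000079042), lies on the minus strand of chromosome 8 of GRCm38 from 65028417 to 65037336. GENCODE M21 annotates 2 protein-coding transcripts, of 3 exons and 945 nt and of 4 exons and 975 nt. Both hold the same coding sequence of 162 nt, split between an exon part of 76 nt from 65036890 to 65036965 and one of 86 nt from 65035669 to 65035754. The last exon, of 572 nt or 575 nt, is 3' UTR, and in the transcript of 4 exons the first exon is 5' UTR. The coding sequence translates to the 54 residues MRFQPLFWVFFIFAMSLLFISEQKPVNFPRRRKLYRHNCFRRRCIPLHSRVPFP, of which the last 32 are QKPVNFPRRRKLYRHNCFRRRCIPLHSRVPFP. In the RNA-sequencing of injured kidneys at day 3, the single WT pools had an Apela FPKM of 5.27 and 4.57, and the pools of tubule-specific knockout mice 0.536 and 0.245.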

As a physiological regulator, ELA was first identified as an essential peptide for cardiogenesis in zebrafish 10, 11, and later as a vasodilatory agent and positive inotrope in rats 13, 14. ELA was found to be downregulated in the lung of pulmonary arterial hypertension (PAH) patients, which was attenuated by administrating exogenous ELA 13. We previously demonstrated that exogenous ELA32 and its analogue peptides protect against I/R-induced AKI 12, 15. However, the role of endogenous ELA in I/R-induced AKI and the following transition to CKD remains unknown.

In the current study, renal tubule specific *Apela* knockout (*Apela^Ksp^* KO) mice were challenged with I/R. *Apela^Ksp^* KO mice showed more aggravated pathologies at the AKI and AKI-CKD transition stages, with increased inflammation and fibrosis observed at the AKI-CKD transition. RNA-sequencing suggested dramatically altered expression of genes that regulate blood flow including arginase 2 (*ARG2*) and prostaglandin E2 (PGE2) regulating enzymes carbonyl reductase 1/3 (*CBR1*/*CBR3*). Furthermore, aggravated renal microvascular injury was found in injured *Apela^Ksp^* KO mice at both stages. In C57BL/6 and *Apela^Ksp^* KO mice, treatments with an ARG2 inhibitor, nor-NOHA, and a clinically used PGE2 synthesis activator, Paricalcitol, either separately or in combination, alleviated I/R-induced AKI; while combination treatment alleviated AKI-CKD. Moreover, an APJ inhibitor ML221 blocked the beneficial effects of ELA32 peptide on AKI. Together, our results reveal a novel role of the tubular ELA-APJ axis in regulating renal microvasculature and suggest a potential therapeutic approach for preventing AKI and the subsequent AKI-CKD transition.

## Materials and Methods

### Animals

*Apela^flox/flox^* mice in C57BL/6 background were generated by Cyagen Biosciences (Suzhou, Jiangsu, China). *Ksp*-Cre female mice (JAX, No.012237) (expressing Cre under the control of *Ksp*-*cadherin* promoter which is expressed exclusively in renal tubular epithelial cells of mouse 16) in C57BL/6 background were crossing with *Apela^flox/flox^* male mice to generate renal tubular cell specific ELA KO (*Apela^Ksp^* KO) mice. Age-matched male *Apela^Ksp^* KO mice and *Apela^flox/flox^ Cre^-/-^* (wildtype, WT) littermates were used. Expected Mendelian ratio of mice with different genotypes were found in this study. Male C57BL/6 mice (8-week-old, 25 ± 3 g) were obtained from the Hubei Center for Disease Control and Prevention. Animals were handled according to the Guidelines of the China Animal Welfare Legislation, as approved by the Committee on Ethics in the Care and Use of Laboratory Animals, College of Life Sciences, Wuhan University.

### AKI models and treatments

To induce AKI, a bilateral I/R (bI/R) model was used. Briefly, mouse was anesthetized and underwent midline abdominal incisions, both kidneys were clamped to block blood flow for 30 minutes. After ischemia, clamps were released to start reperfusion. To study the development from AKI to CKD, unilateral renal I/R (uI/R) was used as we previously described 12, 17. Briefly, left renal pedicle of mouse was bluntly clamped for 45 minutes, reperfusion was achieved by removing the clamp. Sham operated mice (Sham) were used as respective controls. Mice were sacrificed at day 2 or 3 after bI/R (bI/R 2D or bI/R 3D); or at day 1, 3, 7 and 21 after unilateral I/R (uI/R 1D, uI/R 3D, uI/R 7D, and uI/R 21D). Death of some animals were observed at bI/R 3D, but not during the uI/R study.

For treatments, all the drugs used in the present study were intraperitoneally injected at the time and dosages used as previously reported 12, 18-21. *N*^ω^-hydroxy-nor-L-arginine (nor-NOHA; 50 mg/kg body weight; Bachem, Budendorf, Switzerland; dissolved in sterilized saline) was administrated one time right after reperfusion, while Paricalcitol (0.3 μg/kg body weight; Hengrui Med., Jiangsu, China; diluted by sterilized saline) was injected one time at 1 day before the injury. PGE2 (80 μg/kg body weight; D133402, Aladdin, Shanghai, China) and ML221 (10 mg/kg body weight; T4390, Topscience, Shanghai, China) (both dissolved in 90% sterilized saline and 10% DMSO) were administrated every other day from the day of the injury (right after reperfusion) to the end of the experiment. ELA32 peptide (300 pM/kg body weight; Genscript Biotech., Nanjing, China; dissolved in sterilized saline) was administrated twice per day from the day of the injury (right after reperfusion) to the end of the experiment. All treatments were administrated individually or in combination as indicated (Vehicle, injured mice treated with vehicle; nor-NOHA, injured mice treated with nor-NOHA; PGE2, injured mice treated with PGE2; Pari, injured mice treated with Paricalcitol; nor-NOHA+PGE2, injured mice treated with nor-NOHA and PGE2; nor-NOHA+Pari, injured mice treated with nor-NOHA and Paricalcitol; Saline, injured mice treated with sterilized saline; E32, injured mice treated with ELA32 peptide; ML221, injured mice treated with ML221; E32+ML221, injured mice treated with ELA32 peptide and ML221; nor-NOHA+Pari+ML221, injured mice treated with nor-NOHA, Paricalcitol and ML221).

### Assessment of renal function and renal PGE2

Renal function was evaluated by measuring serum creatinine and BUN (blood urea nitrogen) levels using a creatinine reagent kit and a BUN reagent kit, respectively (both from Jiancheng Bio., Nanjing, China). Renal PGE2 level was measured using a mouse PGE2 ELISA kit (HuaMei Biotech., Wuhan, China).

### Antibody for ELA

A polyclonal antibody against ELA was raised by immunizing rabbit with the C-terminal region of ELA peptide (Dia-An Biotech. Wuhan, China), and its specificity on mouse renal sections was demonstrated (Figure S1).

### Renal histology evaluation, immunohistochemical and immunofluorescent staining

Paraffined embedded sections were used for H&E, Sirius Red and immunohistochemical staining. For pathological evaluation, H&E stained renal sections were assessed and evaluated as previously described 12, 22. For evaluation of fibrosis, a Sirius Red staining kit (SenBeijia Biotech., Nanjing, China) was used. For immunohistochemical staining, primary antibodies for Ly6G, CD3, F4/80 or CD31 (information listed in Table S1) were applied overnight at 4 °C. Sections were then incubated with respective biotinylated secondary antibody, followed by incubation in ABC-peroxidase solution (Vector laboratories, Burlingame, CA), and visualized using 3,3′-diaminobenzidine (DAB, CWbiotech, Beijing, China). Quantitative analysis of positively stained cells was performed as previously reported 23, 24.

Immunofluorescent staining was performed on renal cryosections as previously reported 25, 26. ARG2 antibody (information listed in Table S1) or a homemade ELA antibody was applied, and sequentially incubated with respective Alexa Fluor-labeled secondary antibody (Invitrogen, Carlsbad, CA). Sections then were covered with DAPI (Sigma) and anti-fading medium (Invitrogen). PNA (peanut agglutinin) and DBA (dolichos biflorus agglutinin) was used to identify the distal tubules and collecting duct, while LTL (lotus tetragonolobus lectin) was used to identify the proximal tubules. Imaging was taken with a TCS SP8 confocal microscope (Leica, German).

### RNA sequencing and analysis

Total renal RNA was isolated. RNA sequencing and data analyses were performed using Novogene Bioinformatics (Beijing, China) as previously reported 27, 28. Differentially expressed genes were identified with threshold of adjusted p-value < 0.05 and |log2FoldChange| > 0. Sequencing dataset described in this work is available in NCBI Gene Expression Omnibus (GSE 213299; reviewer token oziraaiwllqpbed).

### Quantitative real-time PCR (qPCR) and Western blots

qPCR and Western blots were performed as previously described 29, 30. Antibodies and primers used are provided in Tables S1-2.

### Microvascular flow measurements

Renal microvascular flow was assessed using the laser speckle contrast approach. Briefly, the left kidney was exposed and scanned with a moorFLPI-2 blood flow imager and renal microcirculation was quantified using the imager's analysis software (Moor Instruments, Wilmington, DE). Throughout the measurement, mice were under anesthesia using 1.5% isoflurane. Core body temperature was monitored and maintained at 37.2 ± 0.1°C.

### Statistical analyses

Data are presented as mean ± SD. The normal distribution of data was tested by GraphPad Prism 8. For two-group comparison, normally distributed data was analyzed using unpaired two-tailed Student's test, while non-normally distributed data was analyzed using Mann-Whitney U test. For multiple-group comparison of normally distributed data, one-way ANOVA with Tukey's test was used for a single independent variable, while two-way ANOVA with Tukey's test was used for two independent variables. Differences were considered statistically significant at *P* < 0.05.

## Results

### Tubular ELA is downregulated during renal I/R-induced AKI

Previously, we reported that *Apela* is downregulated at three days after injury in a mouse unilateral renal I/R model 12. To obtain a clearer picture about injury-induced alteration of ELA during AKI and the following AKI-CKD stages, the mRNA and protein levels of ELA were determined at different time points after uI/R injury. Consistent with our previous study, *Apela* level was downregulated at day one and continued decreasing until day seven after the injury (AKI stage) and normalized at day 21 after the injury (AKI-CKD stage; Figure S2A). Immunofluorescence staining suggested that ELA was predominantly expressed in renal tubules, including proximal tubules and distal tubules (as demonstrated by co-staining with LTL and PNA, respectively), with very weak glomerular staining under non-injury conditions (Figure S2B-D). Consistent with transcriptional changes, the protein level of ELA was decreased in proximal and distal tubules from day one to day seven after the injury, and back to normal at day 21 after the injury (Figure S2B-C).

### *Apela^Ksp^* KO mice show aggravated AKI and exacerbated AKI-CKD transition

Since renal ELA is mostly expressed in tubules (Figure S2B-C), we generated renal tubular specific *Apela* knockout (*Apela^Ksp^* KO) mice. As expected, under normal conditions and at day three after bilateral renal I/R injury (bI/R 3D), ELA mRNA and protein levels were reduced in the kidneys of *Apela^Ksp^* KO mice compared with those of the WT mice (Figure 1A-B & Figure S3). Meanwhile, similar *Apln* (encoding apelin, another endogenous ligand for APJ) level was found in the kidneys of *Apela^Ksp^* KO and WT mice with or without injury (Figure 1C); increased *Aplnr* (encoding APJ) level was found in injured kidneys of WT mice, which was downregulated in injured kidneys of *Apela^Ksp^* KO mice (Figure 1C). However, similar protein level of APJ was found between WT and *Apela^Ksp^* KO mice with or without injury (Figure S4). Renal APJ was mostly expressed in proximal tubules and glomeruli (Figure S4), as previously described 31.

Serum creatinine and BUN levels were significantly increased in *Apela^Ksp^* KO mice at bI/R 3D, indicating a further reduced renal function in these mice (Figure 1D). Consistently, *Apela^Ksp^* KO mice exhibited more severe tubular injury (characterized by tubular cell depletion, tubular dilation, cast formation in the tubular lumens, loss of brush border), and significantly higher tubular injury scores at bI/R 3D (Figure 1E). Meanwhile, the transcriptional level of the kidney injury marker* Ngal* 32 was also increased in the injured kidneys of *Apela^Ksp^* KO mice compared with those of WT mice (Figure 1F). Moreover, the survival rate of *Apela^Ksp^* KO mice was significantly reduced at bI/R 3D (Figure 1G). There was no significant difference in renal function, pathological score of tubular injury and *Ngal* level between WT and *Apela^Ksp^* KO mice without injury (Figure 1D-F). These data suggest that losing ELA in tubular cells aggravated I/R-induced AKI.

To further assess the AKI-CKD transition in *Apela^Ksp^* KO mice, a unilateral I/R model was applied to avoid the high mortality caused by bilateral renal I/R 33. *Apela^Ksp^* KO mice showed more severe tubular injury and increased* Ngal* level compared with those of WT mice at day 21 after the injury (uI/R 21D; Figure 1H-I). Furthermore, *Apela^Ksp^* KO mice showed increased *Tgfb1* and *Fn1* levels as well as increased fibrotic score at uI/R 21D (Figure 1J-K). Thus, losing ELA in tubular cells also aggravates AKI-CKD transition induced by renal I/R.

### Increased inflammation may contribute to enhanced AKI-CKD transition in *Apela^Ksp^* KO mice

Since exacerbated inflammation fosters the development of renal I/R 34, we further analyzed whether increased inflammation contributes to the aggravated AKI and AKI-CKD transition observed in *Apela^Ksp^* KO mice. In the sham-operated non-injured conditions, there was no significant difference in transcriptional levels of inflammatory genes in WT and *Apela^Ksp^* KO mice (Figure S5A). In the AKI-CKD transition stage (uI/R 21D), the numbers of infiltrated macrophages (F4/80^+^ cells), neutrophils (Ly6G^+^ cells) and lymphocytes (CD3^+^ cells) were increased in injured kidneys of WT mice, which were further increased in injured *Apela^Ksp^* KO mice (Figure 2A-B). The transcriptional levels of inflammatory genes like *Il1b*, *Il6*, and *Tnfa* were consistently upregulated in injured *Apela^Ksp^* KO mice compared with those of injured WT mice (Figure 2C). Whereas during the AKI stage (bI/R 3D), no significant difference in the transcriptional levels of inflammatory genes, and numbers of infiltrated neutrophils/ lymphocytes was found between the WT and *Apela^Ksp^* KO mice (Figure S5A-B). Together, these results suggest that exacerbated inflammation may contribute to the aggravated injury observed in *Apela^Ksp^* KO mice at the AKI-CKD transition stage, but not at AKI stage.

### ELA negatively affects renal microvascular flow regulating genes in injured kidneys

To identify altered pathways that may be responsible for aggravated AKI in *Apela^Ksp^* KO mice, the renal global gene expression profile was examined in an unbiased study using RNA-sequencing at bI/R 3D. 

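Each library was made from total kidney RNA at day 3 after clamping of both renal pedicles for 30 min, and 4 libraries were compared, 2 from WT mice and 2 from Apela Ksp KO mice, which lack Apela in the renal tubular cells that express the Ksp-cadherin promoter. The text that accompanies the series describes each library as a pool of RNA from 3 mice, so n = 2 counts pools. That text names adipose tissue where the sample labels and the paper name the kidney. The paper used male mice. The authors deposited FPKM, fragments scaled by gene length and by library total, for 54078 features, of which 53801 are Ensembl mouse genes and 277 were assembled from the reads. The gene positions are those of GRCm38, as 97.1% of the 53620 genes shared with the GENCODE M21 annotation had identical coordinates. Multiplied by the gene length, 100% of the nonzero FPKM values in each library were whole multiples of the value of 1 read, which gave back the reads on genes. These were 16290098 and 16045724 in WT replicates 1 and 2, and 16927742 and 16772105 in KO replicates 1 and 2. The totals behind the deposited FPKM were proportional to the median-of-ratios size factors of these reads, so the values already carry a scaling between libraries. The replicates differed by more than the sampling noise, with a chi-square per gene of 31.5 between the WT pools and 24.5 between the KO pools. Differential expression was tested with limma on log2(FPKM + 0.5) for the 15414 genes with a mean FPKM of at least 0.5, with Benjamini-Hochberg adjustment and the paper's threshold of an adjusted p-value under 0.05 with any fold change. Fold changes on this scale understate the change of low genes. An exact permutation test of 2 pools against 2 cannot give a two-sided p under 0.333, so each gene is reported with its value in every pool.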

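With limma and Benjamini-Hochberg adjustment on the deposited FPKM, 0 of 15414 genes had an adjusted p-value under 0.05 between the injured Apela Ksp KO and WT pools, and the smallest adjusted p-value was 0.466. At an unadjusted p under 0.05 there were 974 genes, 507 higher and 467 lower in the KO pools, where 771 would be reached by chance. In 5822 of the tested genes (37.8%) both KO pools lay on one side of both WT pools, against 33.3% by chance. Among the 23 tested genes that the paper names, 3 had an adjusted p-value under 0.05 when adjusted over the list alone, namely Apela, Cbr3 and Lcn2, against 0 over all genes tested. That list includes genes the paper picked from these libraries, so it is not independent evidence for them. A negative binomial test on the recovered reads was tried after the values were seen and is not reported with numbers. It placed Arg2, Cbr1 and Cbr3 past the threshold, so the count of 0 depends on the test.
Apela, the targeted gene, had an FPKM of 4.92 ± 0.491 (SD, n = 2 pools) in WT and 0.391 ± 0.205 (SD, n = 2) in KO mice. Its reads were 85 and 79 in the WT pools and 9 and 4 in the KO pools. The log2 fold change was -2.62 (standard error 0.22; adjusted p = 0.466, limma with Benjamini-Hochberg adjustment). The alternative that moved it most was limma's voom weights on the recovered reads, which gave -3.64, and the adjusted p-value ranged from 0.347 to 0.746 over the alternatives.
Cbr3 (ENSMUSG00000022947) lies on chromosome 16 of GRCm38 from 93683215 to 93690990 on the plus strand. Its FPKM rose from 13.3 ± 6.41 (SD, n = 2) in WT to 82.6 ± 4.46 (SD, n = 2) in KO mice, a log2 fold change of 2.67 (standard error 0.34; adjusted p = 0.466, limma with Benjamini-Hochberg adjustment). The increase ranked 4 among the 13403 genes with a mean FPKM of at least 1, and it stayed between 2.18 and 3.17 with each pool left out in turn.
Cbr1 (ENSMUSG00000051483) lies 72.7 kb upstream on the same strand, from 93607837 to 93610505. Its FPKM was 196 and 82.0 in the WT pools and 379 and 362 in the KO pools, which gives 139 ± 80.3 (SD, n = 2) in WT and 371 ± 12.0 (SD, n = 2) in KO mice. The log2 fold change was 1.55 (standard error 0.44, adjusted p = 0.764, limma with Benjamini-Hochberg adjustment). It was 0.92 without WT replicate 2 and 2.17 without WT replicate 1. The paralogs share little sequence, with 41 of the 1146 windows of 25 bases in the longest Cbr3 transcript found in a Cbr1 transcript, 1 of 1121 windows of 50 bases and 0 of 1071 windows of 100 bases, but the authors' counting of reads that fit both genes is not known. The 7 other tested genes within 500 kb of the pair had log2 fold changes from -0.08 to 0.62.
Arg2 (ENSMUSG00000021125) lies on chromosome 12 from 79130777 to 79156301 on the plus strand. Its FPKM was 27.2 and 17.8 in the WT pools and 80.7 and 33.9 in the KO pools, which gives 22.5 ± 6.68 (SD, n = 2) in WT and 57.3 ± 33.0 (SD, n = 2) in KO mice. The log2 fold change was 1.23 (standard error 0.46; adjusted p = 0.785, limma with Benjamini-Hochberg adjustment), and it was 0.61 without KO replicate 1 and 1.85 without KO replicate 2. The paper made this comparison to find altered pathways that may account for the aggravated AKI of the KO mice.

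**Figure D1:**
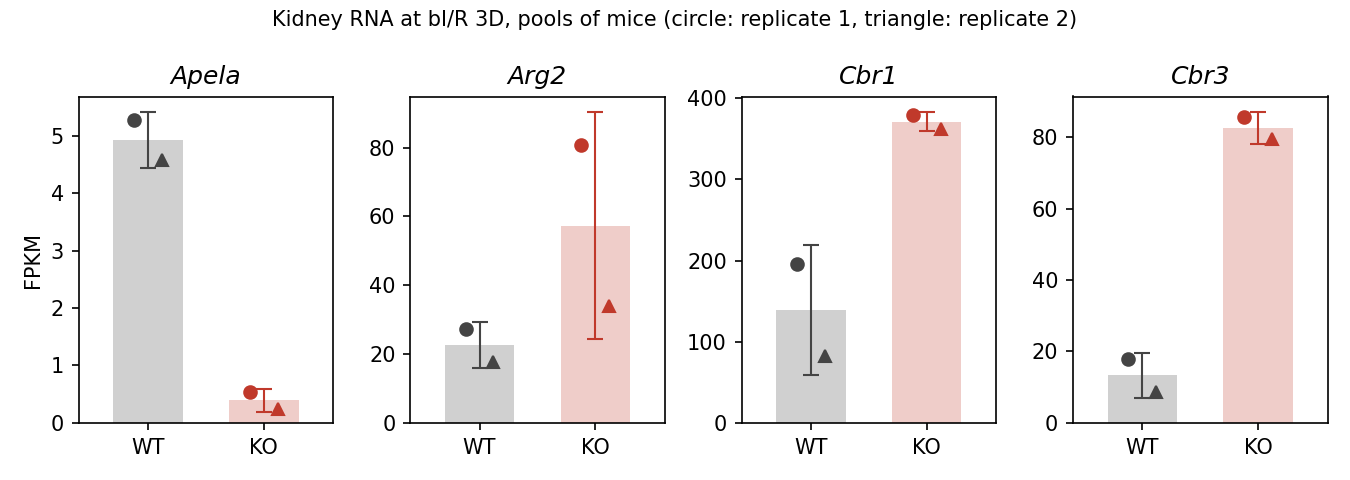
FPKM of Apela, Arg2, Cbr1 and Cbr3 in kidneys of WT and Apela Ksp KO mice at bI/R 3D. Symbols are single pools (circle, replicate 1; triangle, replicate 2), bars are means of 2 pools and error bars are SD. The pools of both groups do not overlap for any of the 4 genes, and Arg2 in the KO pools spans 33.9 to 80.7 FPKM.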

Compared with injured WT mice, tubule-specific ablation of *Apela* led to 889 differentially expressed genes under similar injury, among which *Arg2* (encoding arginase 2), *Cbr1* and *Cbr3* (encoding carbonyl reductase 1 and 3, respectively) were highly upregulated (Figure S6 and Table S3).

At bI/R 3D, the transcription level of *Arg2* was significantly increased in injured kidneys of WT mice, which was further increased in injured kidneys of *Apela^Ksp^* KO mice; while similar *Arg2* level was found between WT and *Apela^Ksp^* KO mice without injury (Figure 3A). ARG2 has been suggested as a mediator of renal I/R through regulation of nitrosative stress 18. Consequently, we examined the levels of ARG2 and 3-nitrotyrosine (3-NT), a nitrosative stress marker 35. At bI/R 3D, elevated ARG2 and 3-NT levels were observed in injured kidneys of WT mice which were further elevated in *Apela^Ksp^* KO mice (Figure 3B-C). Consistently, immunofluorescence study demonstrated that bI/R-induced upregulation of ARG2 (mainly in the renal tubules) in WT mice was further upregulated in injured renal tubules of *Apela^Ksp^* KO mice; while similar ARG2 level was found between sham-operated WT and *Apela^Ksp^* KO mice (Figure 3D).

Carbonyl reductase 1 (CBR1) and 3 (CBR3) are iso-enzymes involved in PGE2 metabolism, which is the most abundant renal prostaglandin and plays important physiological and pathological roles in the kidney 36-38. At bI/R 3D, greater upregulation of CBR1/CBR3 mRNA and protein levels, as well as consistently reduced renal PGE 2 level, were found in the kidneys of *Apela^Ksp^* KO mice compared with those of WT mice (Figure 3E-H). Increased renal ARG2 has been suggested to impair microvascular function 39, 40, while PGE2 directly increases renal blood flow and maintains microvascular blood flow 41, 42. Therefore, the exacerbated injury in *Apela^Ksp^* KO mice after I/R may result from increased disruption of renal microvascular flow due to the altered ARG2 and CBR1/3 levels.

### Impaired renal microvasculature contributes to the aggravated AKI and AKI-CKD transition in *Apela^Ksp^* KO mice

To assess renal microvascular flow, laser speckle contrast analysis was performed. At bI/R 3D, the renal microvascular flow of *Apela^Ksp^* KO mice was significantly reduced compared with that of WT mice (Figure 4A). Moreover, the number of CD31-stained vessels as well as the transcriptional levels of angiogenic factors, including *Angpt1* and *Vegfa*, were significantly downregulated in injured* Apela^Ksp^* KO mice compared to those of injured WT mice (Figure 4B-C); while the transcription level of the Angpt1 receptor* Tie1*, but not the Vegfα receptor* Kdr*, was also significantly downregulated in injured* Apela^Ksp^* KO mice (Figure 4D). There was no significant difference in microvascular flow, CD31-staining, transcription levels of angiogenic factors and their receptors between non-injured WT and *Apela^Ksp^* KO mice (Figure 4).

To determine whether the reduced blood flow, in addition to elevated inflammation and fibrosis, contributes to the exacerbated AKI-CKD transition in* Apela^Ksp^* KO mice, renal microvascular flow was measured at uI/R 21D. Compared to injured WT mice, microvascular flow was significantly reduced, together with fewer CD31-stained vessels in injured kidneys of *Apela^Ksp^* KO mice (Figure S7A-B). Furthermore, the transcriptional levels of angiogenic factors and their receptors were also significantly reduced in injured *Apela^Ksp^* KO mice (Figure S7C). These results indicate that exacerbated renal vascular injury, and the consequent vascular dysfunction, may aggravate both the AKI and AKI-CKD transition in *Apela^Ksp^* KO mice.

### Arginase inhibitor and PGE2 activators attenuate AKI-induced injury in C57BL/6 mice

Next, we investigated whether normalizing arginase activity and/or PGE2 level can restore renal microvascular flow and alleviate AKI-induced injury. Two FDA approved medications, PGE2 and a PGE2 synthesis activator Paricalcitol, as well as the arginase inhibitor nor-NOHA, were administrated individually or in combination to injured C57BL/6 mice (Figure 5A). At bI/R 3D, serum creatinine and BUN levels were significantly reduced in injured C57BL/6 mice treated with the individual drug, and were further reduced by combined treatments of nor-NOHA plus either PGE2 or Paricalcitol (Figure 5B). Consistently, AKI-induced tubular injury was significantly attenuated in C57BL/6 mice treated with the individual drug and was further reduced by combined treatments (Figure 5C). Furthermore, renal microvascular flow was significantly improved in injured C57BL/6 mice treated by the individual drug, and was further improved by combined treatments (Figure 5D).

### Combined administration of nor-NOHA and Paricalcitol rescued the worse AKI phenotype in *Apela^Ksp^* KO mice

We further investigated whether nor-NOHA and Paricalcitol combined treatment can reverse the severe AKI observed in *Apela^Ksp^* KO mice (Figure 6A). At bI/R 3D, similar serum creatinine and BUN levels were found between the WT and *Apela^Ksp^* KO mice under the combined treatment (Figure 6B). No significant difference in tubular injury or renal microvascular flow was found between injured *Apela^Ksp^* KO and WT mice treated with nor-NOHA and Paricalcitol at bIRI 3D (Figure 6C-D). Moreover, similar transcriptional levels of angiogenic factors,* Angpt1* and *Vegfa*, and Angpt1 receptor* Tie1* were found in injured *Apela^Ksp^* KO mice and WT mice treated with nor-NOHA and Paricalcitol (Figure 6E). Meantime, combined treatments did not affect renal function, pathological score, renal microvascular flow, transcriptional levels of angiogenic factors and their receptors in non-injured WT and *Apela^Ksp^* KO mice (Figure 6B-E). Together, these results suggest a synergistic beneficial effect of an arginase inhibitor and a PGE2 synthesis activator on aggravated AKI in* Apela^Ksp^* KO mice.

### Combined administration of nor-NOHA and Paricalcitol attenuated AKI-CKD transition

Further, we determined whether drugs that normalize arginase activity and/or PGE2 level can attenuate AKI-CKD transition by restoring renal microvascular flow (Figure 7A). At uI/R 21D, tubular injury was significantly attenuated when injured mice were treated with combined nor-NOHA and Paricalcitol, but not by individual treatment (Figure 7B). Consistently, improved renal microvascular flow and reduced renal fibrotic score were only found when injured mice received the combined nor-NOHA and Paricalcitol treatment, but not by individual treatment (Figure 7C-D). Significantly upregulated transcriptional levels of *Angpt1*, *Vegfa*, *Kdr* and *Tie1*, were found in the kidneys of injured mice after the combined treatment (Figure 7E).

### ELA regulated renal microvascular flow through APJ

Finally, to investigate whether the regulation of renal microvascular flow by ELA depends on APJ, an APJ inhibitor ML221 was used (Figure 8A). Under bI/R injury, significant reduction of serum creatinine and BUN levels were achieved by ELA32 treatment or combined treatment of nor-NOHA plus Paricalcitol, however, the beneficial effect of ELA32 peptide on renal function was completely abolished by the ML221; while the beneficial effect on renal function by combined treatment was not affected by the ML221 (Figure 8B). Similarly, AKI-induced tubular injury and reduction of renal microvascular flow were also significantly attenuated in mice treated with ELA32 peptide, which were abolished by ML221; while the beneficial effects by combined treatment of nor-NOHA plus Paricalcitol on tubular injury and renal microvascular flow on injured mice were not affected by ML221 (Figure 8C-D). These results suggest that ELA protects against AKI partly through regulating renal microvascular flow in an APJ dependent mechanism.

## Discussion

AKI is a global health problem. Despite the research and clinical advances into supportive measures and prophylactic approaches, the mortality rate of AKI patients remains high 43. Here, we found that endogenous tubular ELA played critical beneficial roles during I/R-induced AKI and the following AKI-CKD transition stages. Tubule-specific ablation of ELA led to alteration of several factors that affect renal microvascular flow, such as ARG2 and PGE2 metabolizing enzyme CBR1/3, during renal I/R (Figure 3). ARG2 is involved in nitric oxide homeostasis and the development of vascular disease 44, 45; while the competitive arginase inhibitor, nor-NOHA, reduces its activity 46. Moreover, PGE2 and Paricalcitol, both FDA approved medications, not only increases renal blood flow (Figures 5 & 7), but also show antioxidant, anti-inflammatory, and antiapoptotic properties upon renal I/R injury *via* activating E-prostanoid 4 receptor (EP4) pathway 19, 47. Importantly, combined administration of nor-NOHA and Paricalcitol effectively attenuated tubular and microvascular injury after renal I/R in both AKI and AKI-CKD transition stages (Figures 5 & 7). These results demonstrate an important role for endogenous tubular ELA in renal microvasculature homeostasis.

We have previously reported that ELA may exert function through either APJ dependent or independent mechanisms 12. To identify the mechanism that accounts for ELA regulation of renal microvascular flow, an APJ inhibitor ML221 was used. The results clearly suggest that APJ is required for the beneficial effect of ELA on microvascular flow, and demonstrated that the ELA-APJ axis is a novel up-stream regulator of ARG2 and CBR1/3 pathways (Figure 8E). Although previous studies have reported that transcriptional factors such as LXR or NRF2 regulate ARG2 or CBR1 level in immune cells or in the liver 48, 49, regulation of ARG2 or CBRs through cell signaling by a GPCR in the kidneys has not been reported. Therefore, it will be of great interest to explore in detail the regulatory mechanism of ELA-APJ axis on the ARG2 and CBR1/3 pathways.

Reduction of renal blood flow is considered to be one of important pathogenic steps in the development of AKI, which usually results in decreased kidney perfusion. If reduced renal blood flow is reversed rapidly, the kidney is less prone to injury, including structural (acute tubular necrosis) and functional (proteinuria) damages 50-52. Here, we report that the renal tubule specific knockout of ELA reduces renal blood flow and aggravates tubular injury (Figure 4) under the injury, while administration of ELA peptide increases renal blood flow and relieves tubular damage (Figure 8). These results suggest that crosstalk between tubules and blood vessels may involve in AKI and the following AKI-CKD stages.

Administration of either nor-NOHA or Paricalcitol alone as well as in combination alleviated I/R-induced AKI (Figure 5), however, only in combination showed beneficial effects on the AKI-CKD transition (Figure 7). These results not only indicate the complexity of AKI-CKD progression, but more importantly, identify a more effective cocktail therapy against the AKI-CKD progression that warrants future investigation, mechanistically and clinically, especially since Paricalcitol and PGE2 are already FDA-approved medications.

Moreover, our results indicate that attenuated renal blood flow may be one of the key factors in the progression of AKI, and importantly, also in the transition from AKI to CKD. In agreement with our results, a recent study suggested that chronic renal hypoxia caused by poor renal hemodynamic response after AKI may responsible for the progression from AKI to CKD 53. Therefore, we propose that hemodynamic stabilization may be an important therapeutic strategy for treating AKI and the preventing the following AKI-CKD transition. In addition, measurement of renal microvascular flow by non-invasive techniques such as contrast-enhanced ultrasound 54, may provide a good clinical indicator for the progression of AKI and the following transition to CKD.

In summary, we find that the ELA-APJ axis protects against renal I/R by increasing renal microvascular flow *via* regulating ARG2 and CBR1/3. Our results suggest that hemodynamic stabilization may provide a new clinical approach for the assessment, prevention, and treatment of AKI and the following AKI-CKD progression.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
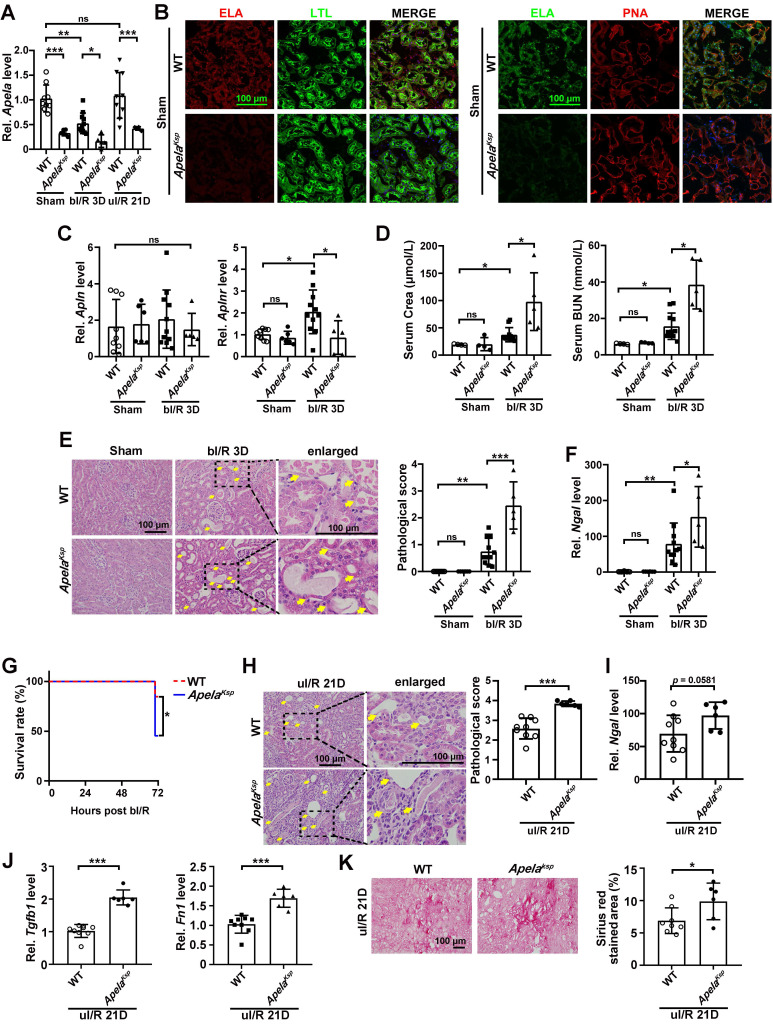
** Tubule-specific ablation of ELA aggravates the I/R-induced renal injury. (A)** qPCR results of *Apela* for WT and *Apela^Ksp^* KO mice at sham-operated non-injured conditions (Sham) or at 3 days after bilateral I/R injury (bI/R 3D) or at 21 days after unilateral I/R injury (uI/R 21D). **(B)** Representative images of co-staining for ELA with LTL (lotus tetragonolobus lectin, marker for proximal tubules; green; left) or PNA (peanut agglutinin, marker for distal tubules; red; right) of sham-operated (Sham) non-injured WT and *Apela^Ksp^* KO mice. DAPI (blue) stained nuclei. **(C)** qPCR results of *Apln* and *Aplnr* for WT and *Apela^Ksp^* KO mice at Sham or at bI/R 3D. **(D)** Serum creatinine and BUN (blood urea nitrogen) levels for WT and *Apela^Ksp^* KO mice for indicated groups. **(E)** Representative H&E images (left) with injury scores (right) at Sham or at bI/R 3D. Yellow arrows indicate injured tubules. **(F)** qPCR results of *Ngal* for WT and *Apela^Ksp^* KO mice at Sham or at bI/R 3D. **(G)** Survival rate of WT (n = 13) and *Apela^Ksp^* KO mice (n = 11) were subjected to bI/R (*P < 0.05; Log-rank Mantel-Cox test). **(H)** Representative H&E images (left) with injury scores (right) for WT and *Apela^Ksp^* KO mice at uI/R 21D.Yellow arrows indicate injured tubules. **(I)** qPCR results of *Ngal* for WT and *Apela^Ksp^* KO mice at uI/R 21D. **(J)** qPCR results of *Tgfb1* (left) and *Fn1* (right) for WT and *Apela^Ksp^* KO mice at uI/R 21D. **(K)** Representative images of Sirius Red staining (right) with quantitative results (left) for WT and *Apela^Ksp^* KO mice at uI/R 21D. Scale bar = 100 μm; Except panel G, WT Sham, n = 9; *Apela^Ksp^* KO Sham, n = 6; WT bI/R 3D, n = 11; *Apela^Ksp^* KO bI/R 3D, n = 5; WT I/R u21D, n = 9; *Apela^Ksp^* KO uI/R 21D, n = 6; *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant.

**Figure 2:**
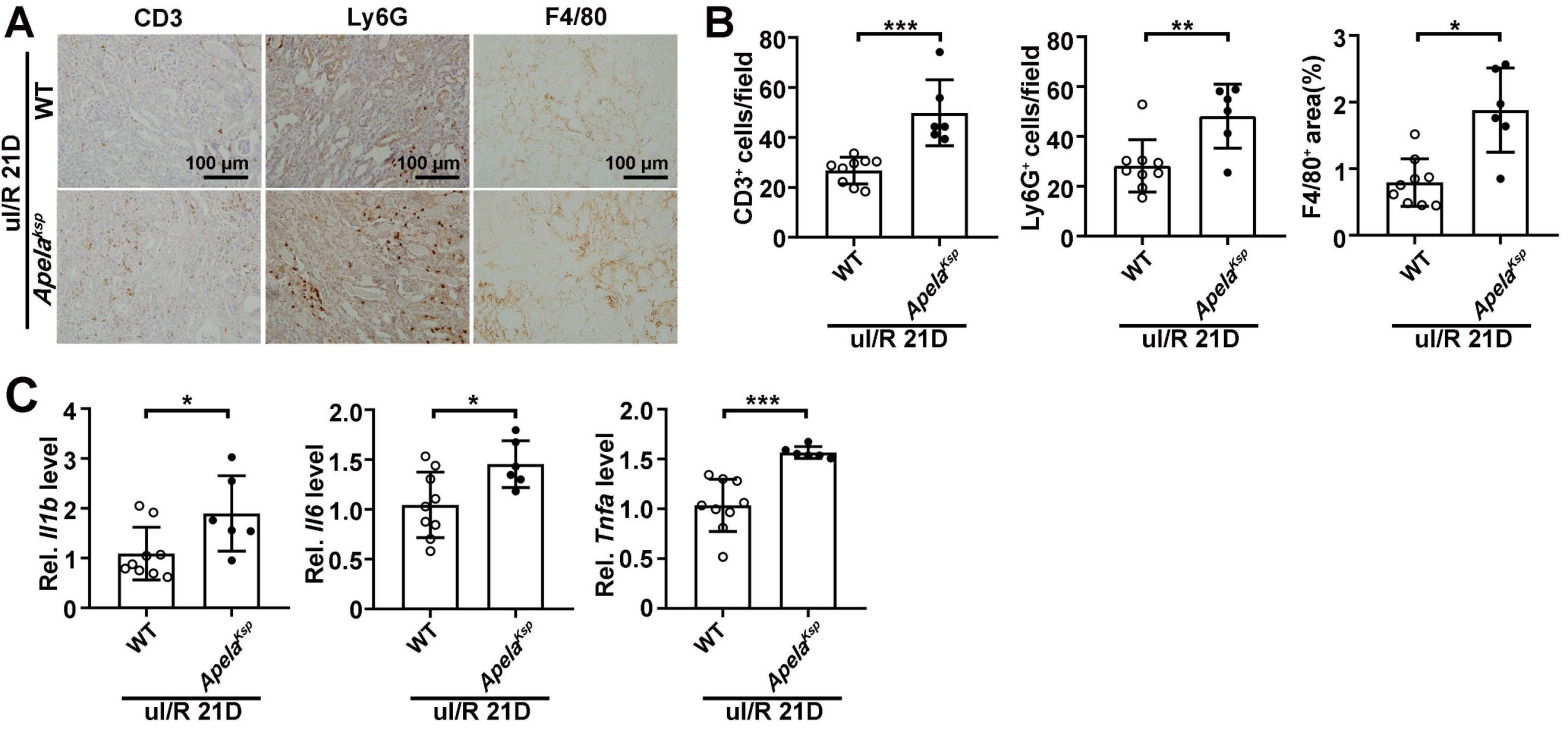
** Increased inflammation contributes to enhanced AKI-CKD transition in *Apela^Ksp^* KO mice. (A-B)** Representative images of CD3, Ly6G and F4/80 (A) with quantitative results (B) for WT and *Apela^Ksp^* KO mice at 21 days after unilateral I/R injury (uI/R 21D). **(C)** qPCR results of *Il1b*, *Il6*, and *Tnfa* for WT and *Apela^Ksp^* KO mice at uI/R 21D. Scale bar = 100 μm; WT uI/R 21D, n = 9; *Apela^Ksp^* KO uI/R 21D, n = 6; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
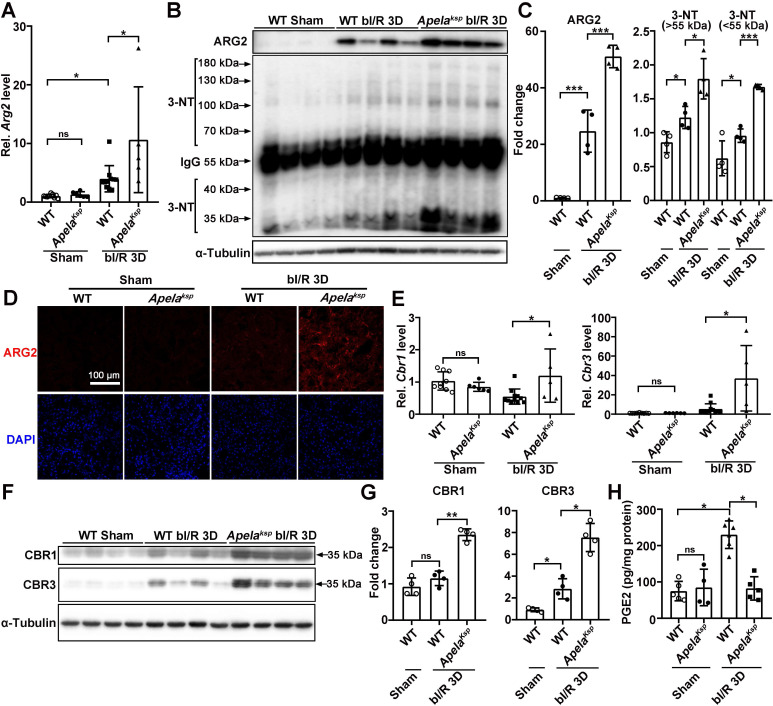
** Tubule-specific ablation of ELA upregulates ARG2 and CBR1/CBR3 levels at AKI stage. (A)** qPCR results of *Arg2* for WT and *Apela^Ksp^* KO mice at sham-operated non-injured conditions (Sham) or at 3 days after bilateral I/R injury (bI/R 3D). **(B-C)** Immunoblots (B) with quantitative results (C) of ARG2 and 3-NT in indicated experimental groups. **(D)** Representative immunofluorescent staining for ARG2 for WT and *Apela^Ksp^* KO mice at Sham or at bI/R 3D. **(E)** qPCR results of *Cbr1* and* Cbr3* for WT and *Apela^Ksp^* KO mice at Sham or at bI/R 3D. **(F-G)** Immunoblots (F) with quantitative results (G) of CBR1 and CBR3 for indicated experimental groups. **(H)** PGE2 ELISA results for indicated experimental groups. Scale bar = 100 μm; WT Sham, n = 9; *Apela^Ksp^* KO Sham, n = 6; WT bI/R 3D, n = 11; *Apela^Ksp^* KO bI/R b3D, n = 5; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 4:**
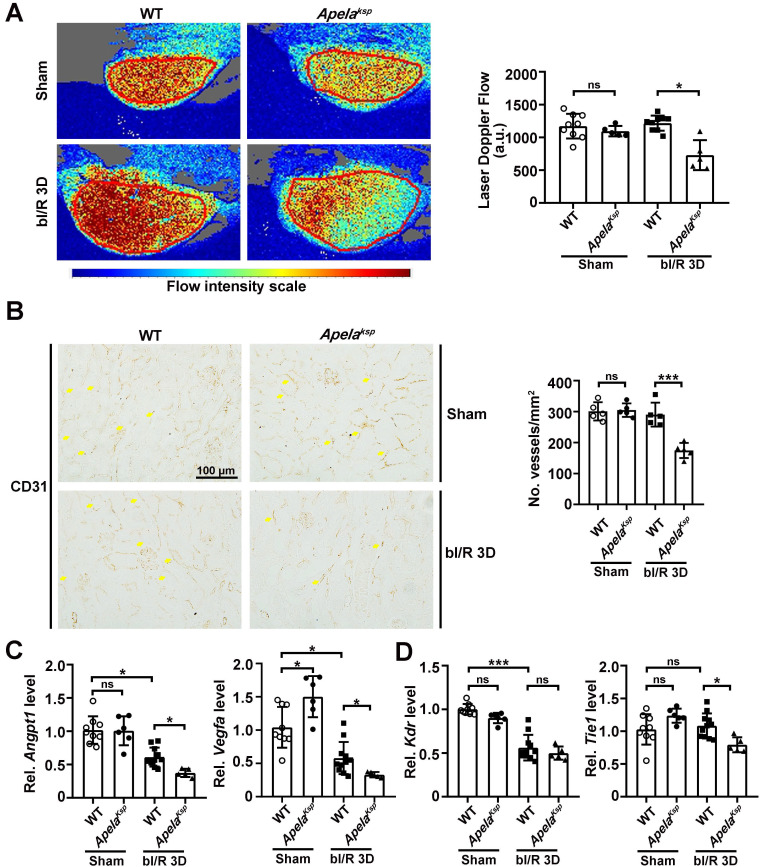
** Tubule-specific ablation of ELA aggravates renal microvascular injury at AKI stage. (A)** Representative images (left) with quantitative results (right) of renal microcirculation for WT and *Apela^Ksp^* KO mice at sham-operated non-injured conditions (Sham) or at 3 days after bilateral I/R injury (bI/R 3D). WT Sham, n = 9; *Apela^Ksp^* KO Sham, n = 6; WT bI/R 3D, n = 11; *Apela^Ksp^* KO bI/R 3D, n = 5. **(B)** Representative images (left) with quantitative results (right) of CD31 staining for WT and *Apela^Ksp^* KO mice at Sham or bI/R 3D. WT Sham, n = 5; *Apela^Ksp^* KO Sham, n = 5; WT bI/R 3D, n = 5; *Apela^Ksp^* KO bI/R 3D, n = 5. **(C-D)** qPCR results of *Angpt1* and* Vegfa* (C) with *Kdr* and* Tie1* (D) for WT and *Apela^Ksp^* KO mice at Sham or bI/R 3D. WT Sham, n = 9; *Apela^Ksp^* KO Sham, n = 6; WT bI/R 3D, n = 11; *Apela^Ksp^* KO bI/R 3D, n = 5. Scale bar = 100 μm; *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant.

**Figure 5:**
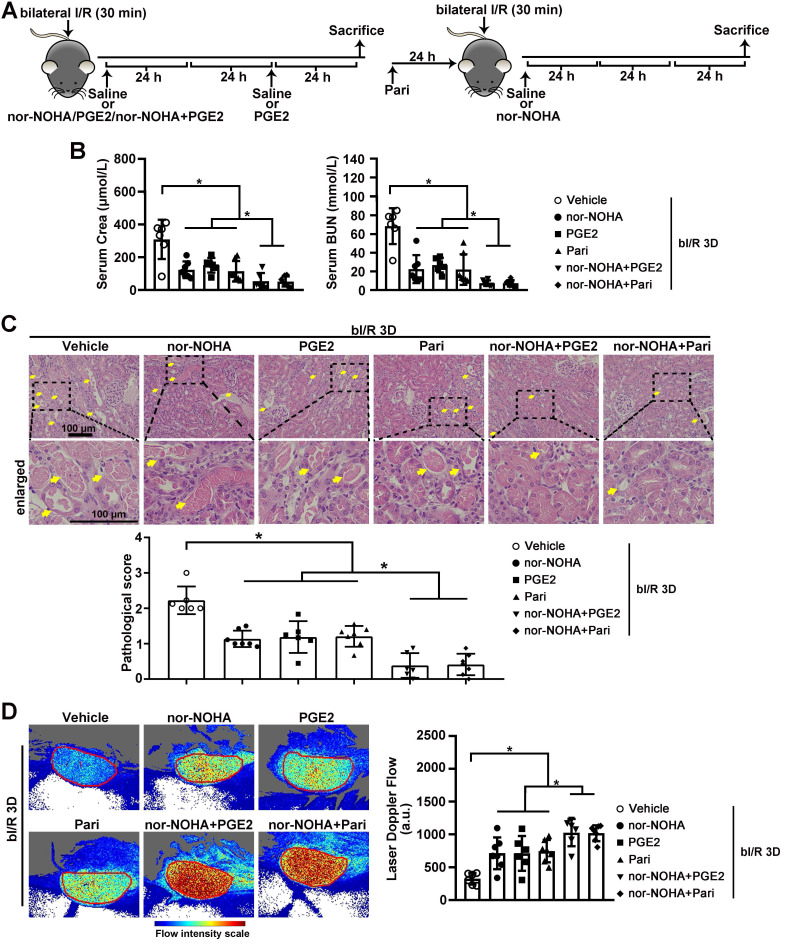
** Combined administration of arginase inhibitor and PGE2 activators efficiently attenuates AKI-induced injury. (A)** Experimental design for nor-NOHA, PGE2 and Paricalcitol treatments on the AKI stage of renal I/R injury in WT mice. **(B)** Serum creatinine (left) and BUN (right) levels for indicated experimental groups at 3 days after bilateral I/R injury (bI/R 3D). **(C)** Representative H&E images (left) with injury scores (right) for different experimental groups at bI/R 3D. Yellow arrows indicate injured tubules.** (D)** Representative images (left) with quantitative results (right) of renal microcirculation for different experimental groups at bI/R 3D. Scale bar = 100 μm; bI/R 3D Vehicle, mice underwent bI/R injury treated with vehicle for 3 days, n = 6; bI/R 3D nor-NOHA, mice underwent bI/R injury treated with nor-NOHA for 3 days, n = 7; bI/R 3D PGE2, mice underwent bI/R injury treated with PGE2 for 3 days, n = 6; bI/R 3D Pari, mice underwent bI/R injury treated with Paricalcitol for 3 days, n = 7; bI/R 3D nor-NOHA+PGE2, mice underwent bI/R injury treated with nor-NOHA plus PGE2 for 3 days, n = 6; bI/R 3D nor-NOHA+Pari, mice underwent bI/R injury treated with nor-NOHA plus Paricalcitol for 3 days, n = 7; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 6:**
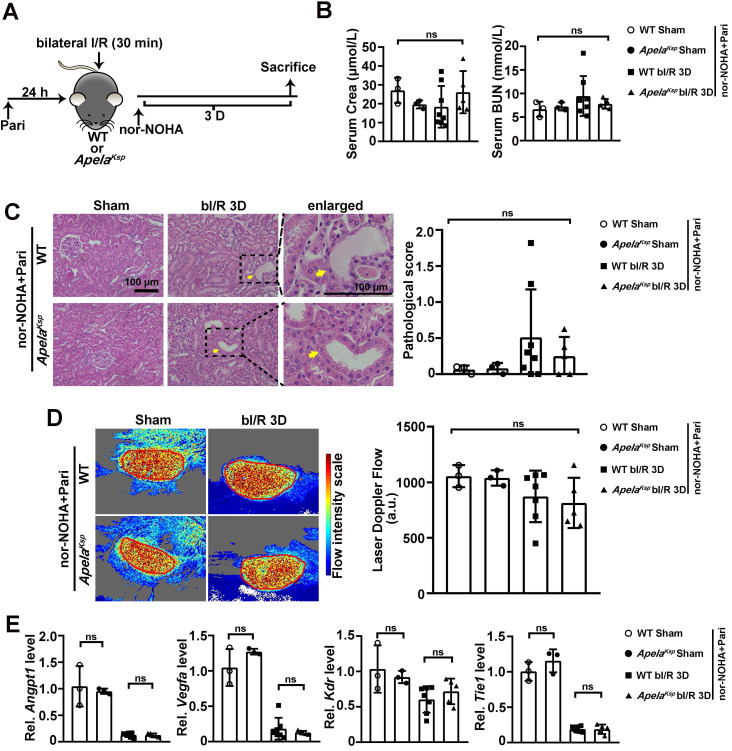
** Combined administration of nor-NOHA and Paricalcitol normalizes the worse AKI phenotype in *Apela^Ksp^* KO mice. (A)** Experimental design for nor-NOHA and Paricalcitol treatments on the AKI stage of renal I/R injury in *Apela^Ksp^* KO mice. **(B)** Serum creatinine (left) and BUN (right) levels for WT and *Apela^Ksp^* KO mice under combined administration of nor-NOHA and Paricalcitol at sham-operated non-injured conditions (Sham) or at 3 days after bilateral I/R injury (bI/R 3D). **(C)** Representative H&E images (left) with injury scores (right) for WT and *Apela^Ksp^* KO mice under combined administration of nor-NOHA and Paricalcitol at Sham or bI/R 3D. Yellow arrows indicate injured tubules. **(D)** Representative images (left) with quantitative results (right) of renal microcirculation for WT and *Apela^Ksp^* KO mice under combined administration of nor-NOHA and Paricalcitol at Sham or bI/R 3D. **(E)** qPCR results of *Angpt1*,* Vegfa*, *Kdr* and* Tie1* for WT and *Apela^Ksp^* KO mice received combined administration of nor-NOHA and Paricalcitol at Sham or bI/R 3D. Scale bar = 100 μm; WT Sham nor-NOHA+Pari, WT mice underwent sham-operated treated with nor-NOHA plus Paricalcitol, n = 3; *Apela^Ksp^* KO Sham nor-NOHA+Pari, *Apela^Ksp^* KO mice underwent sham-operated treated with nor-NOHA plus Paricalcitol, n = 3; WT bI/R 3D nor-NOHA+Pari, WT mice underwent bI/R injury treated with nor-NOHA plus Paricalcitol for 3 days, n = 8; *Apela^Ksp^* KO bI/R 3D nor-NOHA+Pari, *Apela^Ksp^* KO mice underwent bI/R injury treated with nor-NOHA plus Paricalcitol for 3 days, n = 5; ns, not significant.

**Figure 7:**
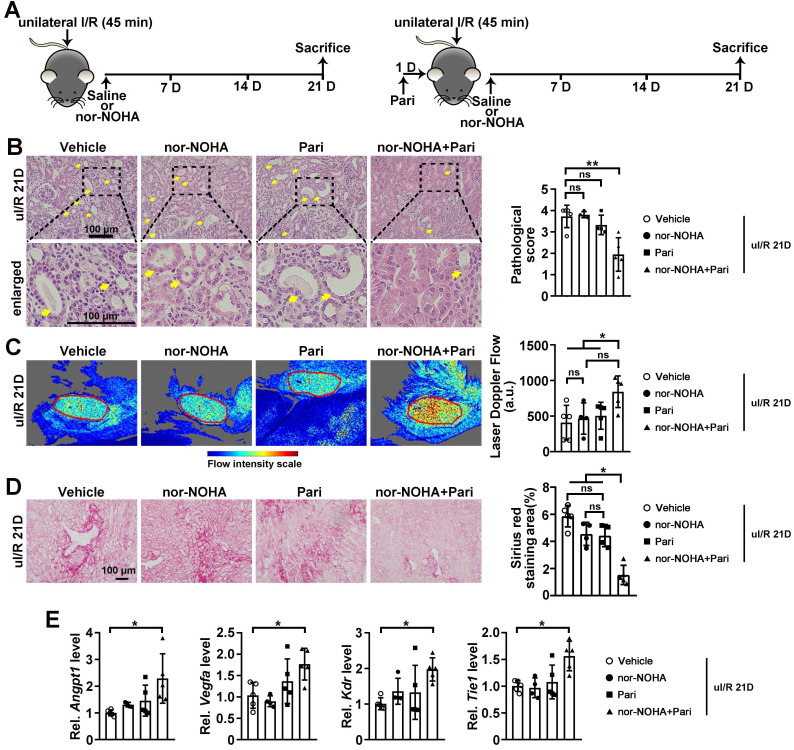
** Combined administration of nor-NOHA and Paricalcitol attenuates AKI-CKD transition. (A)** Experimental design for nor-NOHA and Paricalcitol treatments on long-term renal I/R injury (at 21 days after unilateral I/R injury, uI/R 21D). **(B)** Representative H&E images (left) with injury scores (right) for indicated experimental groups at uI/R 21D. Yellow arrows indicate injured tubules. **(C)** Representative images (left) with quantitative results (right) of renal microcirculation for indicated experimental groups at uI/R 21D. **(D)** Representative images of Sirius Red staining (right) with quantitative results (left) for different experimental groups at uI/R 21D. **(E)** qPCR results of *Angpt1*,* Vegfa*, *Kdr* and* Tie1* for indicated experimental groups at uI/R 21D. Scale bar = 100 μm; uI/R 21D Vehicle, mice underwent uI/R injury treated with vehicle for 21 days, n = 5; uI/R 21D nor-NOHA, mice underwent uI/R injury treated with nor-NOHA for 21 days, n = 4; uI/R 21D Pari, mice underwent uI/R injury treated with Paricalcitol for 21 days, n = 4; uI/R 21D nor-NOHA+Pari, mice underwent uI/R injury treated with nor-NOHA plus Paricalcitol for 21 days, n = 5; *P < 0.05; **P < 0.01; ns, not significant.

**Figure 8:**
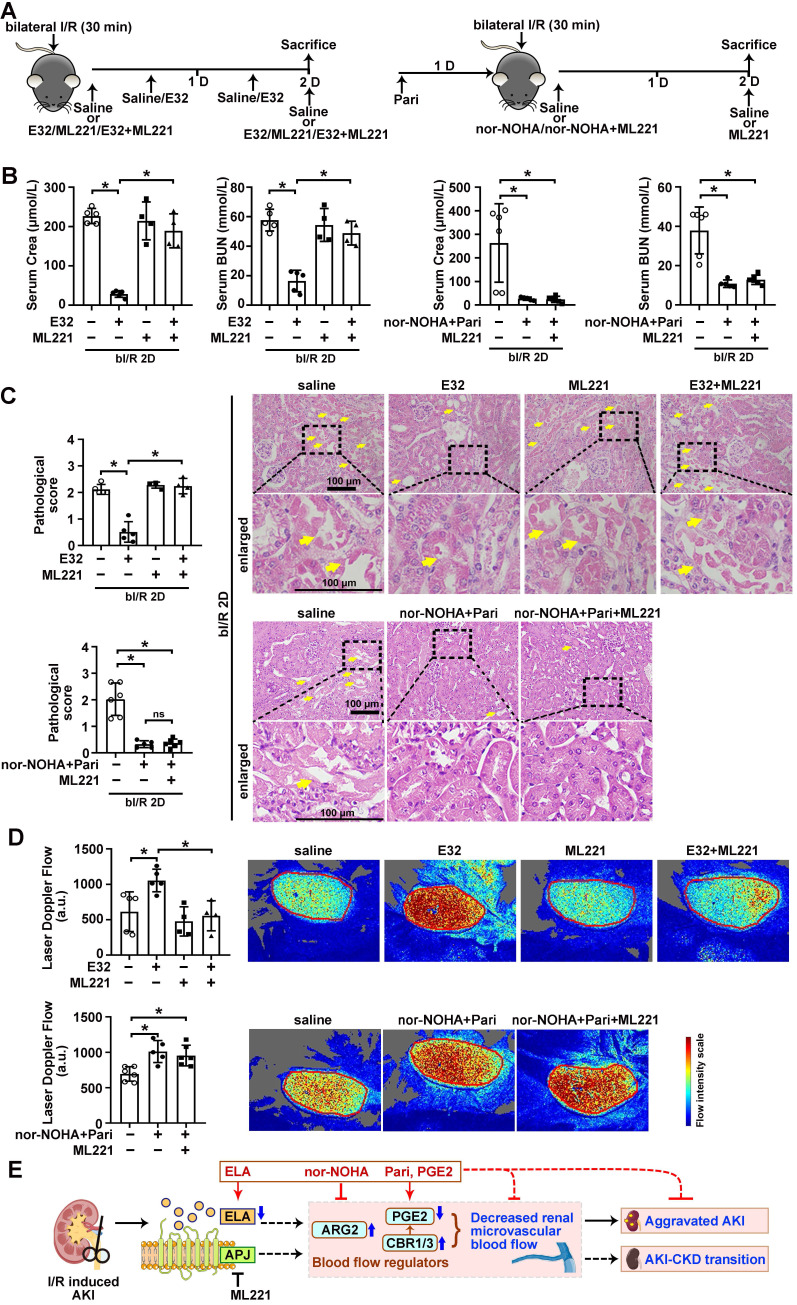
** ELA regulates renal microvascular flow through APJ. (A)** Experimental design for E32, ML221, nor-NOHA and Paricalcitol treatments on the AKI stage of renal I/R injury. **(B)** Serum creatinine (left) and BUN (right) levels for indicated experimental groups at 2 days after bilateral I/R injury (bI/R 2D). **(C)** Representative H&E images (right) with injury scores (left) for indicated experimental groups at bI/R 2D. Yellow arrows indicate injured tubules. **(D)** Representative images (right) with quantitative results (left) of renal microcirculation for indicated experimental groups at bI/R 2D. **(E)** A schematic model of the ELA-APJ axis mediated pathways involved in AKI and potential therapeutic interventions. Scale bar = 100 μm; bI/R 2D Saline, mice underwent bI/R injury treated with saline for 2 days, n = 11; bI/R 2D E32, mice underwent bI/R injury treated with E32 for 2 days, n = 5; bI/R 2D ML221, mice underwent bI/R injury treated with ML221 for 2 days, n = 4; bI/R 2D E32+ML221, mice underwent bI/R injury treated with E32 plus ML221 for 2 days, n = 4; bI/R 2D nor-NOHA+Pari, n = 5; I/R 2D nor-NOHA+Pari+ML221, mice underwent bI/R injury treated with nor-NOHA plus Paricalcitol and ML221 for 2 days, n = 6; *P < 0.05; ns, not significant.

## Abbreviations

I/R: ischemia-reperfusion
AKI: acute kidney injury
CKD: chronic kidney disease
IL-6: interleukin-6
BUN: blood urea nitrogen
PNA: peanut agglutinin
LTL: lotus tetragonolobus lectin
DBA: dolichos biflorus agglutinin
ARG2: arginase
PGE2: prostaglandin E2
CBR1: carbonyl reductases 1
CBR3: carbonyl reductases 3
qPCR: quantitative real-time polymerase chain reaction
WT: wildtype
Tnfα: tumor necrosis factor alpha

How the deposited data were processed for this re-analysis (not part of the article)

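RNA-sequencing was analysed for 4 libraries of kidney RNA at day 3 after bilateral I/R of 30 min, 2 from WT and 2 from Apela Ksp KO mice. Each is described by the text that accompanies the series as a pool of 3 mice, and the paper used male mice. The same text names adipose tissue as the source. The series title, the sample labels and the paper name the kidney, and kidney was used. The labels also give a mixed C57BL/6 and 129 strain where the paper gives C57BL/6.

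The authors deposited 1 table of FPKM per gene and library with gene positions, lengths and biotypes. The sequencing and the data analysis were done by a company, and the paper's text names no aligner, counting tool, genome build or differential expression model. It gives an adjusted p-value under 0.05 and any fold change as its threshold. Of the 54078 features, 277 were assembled from the reads and held between 0.227% and 0.267% of the reads on genes. FPKM times gene length gave whole multiples of 1 step per library for 100% of the nonzero values, within 0.01 of a read, and the recovered reads were used, among other things, for depth, for the comparison of replicates and for voom weights. Between 16045724 and 16927742 reads per library fell on genes, with 5.20% to 6.45% on mitochondrial genes and 8.89% to 11.1% on the 10 genes with the most reads. A gene with 3 reads or fewer in a library was taken as at the limit of detection, and such counts carry counting error only. This limit took no gene out of the tests, so short features with few reads are among the genes tested and counted. The smallest limma p-value was that of Mir23a, with 0 and 0 reads in the WT pools and 5 and 4 in the KO pools.

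Values were compared as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), for genes with a mean FPKM of at least 0.5 over the 4 libraries, without covariates, two-sided, with Benjamini-Hochberg adjustment over the 15414 genes tested. The prior degrees of freedom of the fit were 2.62. The main test used the deposited FPKM, which are not counts, so no test made for counts was used there. The recovered reads, which are counts, were used for voom weights as an alternative. Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and camera with an estimated correlation as alternatives, and adjusted over 14 lists. The lists were NRF2 target, endothelial, macrophage, hypoxia response, fibroblast and extracellular matrix, adipose, neutrophil, proximal tubule differentiation, collecting duct, tubular injury and repair, T cell, thick ascending limb and distal tubule, red blood cell and cell cycle genes. Lists of interferon-induced and MHC class II genes were added after the values of all 20 listed interferon-induced genes and of 5 of the 8 MHC class II genes had been seen, so their p-values are not reported. Single explanations for them were tested without the genes noticed first. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

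The samples, the design, the 14 lists, the alternatives and the rule for the genes to be named were chosen before the data were examined. The rule named the 26 genes that the paper's text or legends name directly or through a protein or marker, and the 5 genes with the largest change in each direction among those past the threshold with a gene name, a mean FPKM of at least 1 and no overlap of the pools. No gene passed it, so the second part named none. Of the 26 genes, Il6, Ly6g and Cd3e were under the filter and were not tested. The alternatives were pseudocounts of 0.1 and 1, no filter, a filter of a mean FPKM of at least 1, quantile normalization, median-of-ratios scaling, no trend, the replicate number as a block, voom weights on the recovered reads, protein-coding genes only, a fold change of at least 2, an unadjusted p under 0.05, and each pool left out in turn as a value without a test. Voom weights on the 19607 genes with at least 10 reads were added after the data were seen.

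The fits were tested on simulated reads for the 15414 genes, drawn with the spread between the real replicates averaged over genes of similar level. In these reads 100 genes changed 2-fold and 100 changed 4-fold, all with a mean of at least 100 reads. On log2 FPKM, 13 of the 2-fold and 96 of the 4-fold changes passed the threshold, with 8 of 15184 unchanged genes. With voom weights these were 66, 100 and 3. A list of 30 genes shifted by 0.5 had a camera p of 2.74e-12, a fry p of 0.0203 and a p of 0.0292 with an estimated correlation, while 0, 3 and 0 of 100 unchanged lists had an unadjusted p under 0.05. The simulated genes were independent of each other, unlike real genes. Genes of similar level shared the same spread, so differences in spread between single genes were left out. The counts of recovered changes may therefore not hold for the real libraries.

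The quantitative PCR, immunoblot, staining and blood flow measurements of the paper were not analysed here. Its Figure S6 and Table S3 were not used here.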

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

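The tests of single explanations in this part were chosen after the results were seen.

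The list of NRF2 target genes was higher in the KO pools than in the WT pools. Its median log2 fold change was 0.52 over 27 tested genes, 26 of them higher, with both KO pools above both WT pools for 20 genes where chance gives 4.5 (limma's camera, Benjamini-Hochberg adjusted p = 6.98e-11). Of its genes, 5 had an adjusted p-value under 0.05 adjusted over the list alone, against 0 over all genes, and 10 had an unadjusted p under 0.05. The paper names NRF2 in its discussion, for other tissues, among reported regulators of ARG2 or CBR1, and its text reports no values for its targets as a group. None of the listed genes is in another list, and Cbr1, Cbr3 and Arg2 are not in it. With limma's fry the Benjamini-Hochberg adjusted p was 0.553, and with an estimated correlation 0.715, so none of the 3 calls made by camera, for this list and for the endothelial and macrophage genes, held under either. A simulated list with a true shift of 0.5 would not have passed them over 14 lists either, with p-values of 0.0203 and 0.0292. Failing after adjustment therefore does not decide about the calls. Unadjusted, fry and the estimated correlation gave 0.0395 and 0.0510 for the NRF2 target genes. They gave 0.320 and 0.327 for the endothelial genes and 0.563 and 0.426 for the macrophage genes, far above the simulated list. That list was a single draw with a shift of 0.5, larger than the endothelial median of 0.20. The comparison therefore does not decide about the endothelial genes. Over all alternatives the adjusted p of the NRF2 target genes ranged from 6.52e-11 to 0.715. One pool as the source of the shift is argued against by the leave-one-out median nearest to 0, which was 0.33 without KO replicate 2. GC content or gene length is argued against by a median of 0.45 after a cubic trend on both and on mean level was removed. A difference in scaling is argued against by a median of 0.40 after quantile normalization, with the list still past the threshold. More RNA from proximal tubule cells is argued against because 2 of the 27 proximal tubule differentiation genes had both KO pools above both WT pools, where chance gives 4.5. A chance split of the pools cannot be told apart from an effect of the genotype, since only 3 splits of 4 libraries exist, of which 1, the real one, gave a median as large. A hypothesis is that an NRF2 response to the loss of tubular Apela, or to heavier injury in these pools, may underlie the shift, which was not tested.

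The list of endothelial genes was also higher in the KO pools, with a median log2 fold change of 0.20 over 20 genes, 18 of them higher (limma's camera, Benjamini-Hochberg adjusted p = 0.00138). The adjusted p ranged from 0.000246 to 0.997 over the alternatives, with 0.983 under fry. Both KO pools were above both WT pools for 8 of the genes, where chance gives 3.33, and 0 had an adjusted p-value under 0.05 adjusted over the list alone, with 3 at an unadjusted p under 0.05. The median was 0.061 without WT replicate 1, 0.34 without WT replicate 2, 0.31 without KO replicate 1 and 0.085 without KO replicate 2, so a single pool may set the shift. Of the 3 splits of the libraries, 2 gave a median as large, and the split by replicate number gave 0.26. The list holds 3 genes the paper names. An effect of the genotype stays open and untested.

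Among the 50 genes assembled from the reads with an FPKM of at least 5 in some library, 12 (24.0%) were at least 2-fold higher in the KO pools without overlap of the pools, and 3 were lower. Among 8567 annotated genes at that level, 60 (0.700%) were higher and 69 lower. A wider spread of non-coding genes is argued against, since 3.12% of the 577 annotated non-coding genes were higher by the same measure. The other splits of the libraries gave at most 2 assembled genes in one direction, so 1 of the 3 splits gave as many, which cannot be told apart from chance with 3 splits. Of the 12 genes, 4 carry domains of retroviral proteins, 2 of them only a matrix protein domain. The highest, chosen after its values were seen, lies on chromosome Y from 58849788 to 58852865 of GRCm38, with an RNase H and an integrase domain. Its FPKM was 0.664 and 17.1 in the WT pools and 64.5 and 114 in the KO pools, a mean of 89.5 in KO. A different share of male mice is argued against by the Y-linked gene Ddx3y, whose highest FPKM was 1.29 times its lowest, and a difference in depth by reads on genes that differed by at most 1.05 times. A strain or donor variant, such as retroviral copies present in some mice only, cannot be told apart from an effect of the genotype, as the mice of a pool are not identified. Among features with at least 3 FPKM and 50 reads in the other pools, this gene was the 1 feature nearly absent from WT replicate 1 alone. Nearly absent was taken as less than 5% of every other pool. Copies of retroviruses at other positions can share reads with these genes.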

How the results depend on the processing

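The setting of voom weights on genes with at least 10 reads was chosen after the data were seen. The number of differentially expressed genes was 0 in the main setting and under pseudocounts of 0.1 and 1, no filter, the stricter filter, quantile normalization, no trend, voom weights, protein-coding genes only, the replicate block and a fold change of at least 2, with 822 to 1538 genes at an unadjusted p under 0.05. It moved to 974 where the threshold was an unadjusted p, and to 1265 with voom weights on genes with at least 10 reads at an unadjusted p, where it was 0 at an adjusted p. Other splits of the 4 libraries gave 582 and 633 genes at an unadjusted p under 0.05, against 974 for the real one, and 0 at an adjusted p. The deposited FPKM already carry median-of-ratios size factors, so that scaling changed no value and says nothing about stability. In simulated libraries of this number, 4-fold changes of genes with a mean of at least 100 reads passed the threshold in 96 of 100 genes and 2-fold changes in 13 of 100. Simulated genes of similar level shared the same spread, so these counts may not hold for real genes. In the real libraries Apela and Cbr3, with log2 fold changes of -2.62 and 2.67, had adjusted p-values of 0.466 (limma, Benjamini-Hochberg), so the count of 0 does not exclude changes of any size.

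The pools share replicate numbers only. The deviations of same-numbered pools from their group means had a correlation of -0.0017 across genes, so the numbers do not pair the samples. With the replicate number as a block, 0 genes passed the threshold, 932 had an unadjusted p under 0.05, and 4 gene lists passed, the additional one being the hypoxia response genes with an adjusted p of 0.0201 against 0.0555 (Benjamini-Hochberg adjusted, limma's camera). Over that list's alternatives the adjusted p ranged from 0.0201 to 0.997.

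Of the 14 gene lists, 3 passed the threshold in the main setting, 3 with pseudocounts of 0.1 or 1 or the stricter filter, and 4 with quantile normalization, where the proximal tubule differentiation genes were added with a median of -0.20 (camera, Benjamini-Hochberg adjusted p = 0.0386, and 0.0386 to 0.997 over the alternatives). With fry and with camera with an estimated correlation, 0 did. A simulated list of 30 genes with a true shift of 0.5 had a p of 0.0203 and 0.0292 under them. These would not pass after adjustment over 14 lists either, so the counts of 0 alone do not decide about the calls. Unadjusted, the endothelial and macrophage genes had p-values from 0.320 to 0.563 under fry and camera with an estimated correlation. Quantile normalization reversed the median of the collecting duct genes to -0.035, that of the tubular injury and repair genes to -0.090 and the log2 fold change of Nr1h2 to -0.034, all close to 0. The cause was not tested. No T cell gene was left under the stricter filter, so that list has no value there.

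The macrophage genes were lower in the KO pools, with a median of -0.59 (camera, Benjamini-Hochberg adjusted p = 0.00232, and 0.000328 to 0.997 over the alternatives), but it was 0.047 without WT replicate 2 and ranged from -1.22 to 0.047 across the 4 values that each left out one pool. The NRF2 target genes ranged from 0.33 to 0.62, the endothelial genes from 0.061 to 0.34 and the hypoxia response genes from 0.066, without KO replicate 1, to 0.20. For 9 of the 23 tested genes that the paper names the direction changed with a pool left out. The log2 fold changes of Il1b, Tnf, Tgfb1 and Fn1 became 0.18, 0.061, 0.30 and 0.22 without WT replicate 2, those of Vegfa and Nr1h2 0.11 and -0.010 without WT replicate 1, that of Ptger4 0.15 without KO replicate 1, and those of Apln and Angpt1 -0.0067 and -0.032 without KO replicate 2. The filters, the median-of-ratios scaling, the fit without a trend and the block leave every log2 fold change as it is by construction, so only the pseudocounts, quantile normalization and voom weights could move a direction, and Nr1h2 was the one gene of these 23 that they reversed. The limma adjusted p-values of these genes ranged from 0.347 to 1.00 over the alternatives (Benjamini-Hochberg).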

Differences from the paper's values

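The paper reports 889 differentially expressed genes between injured KO and WT kidneys at an adjusted p-value under 0.05. With limma on the deposited FPKM the number was 0. Of the alternatives set before the data were examined, an unadjusted p under 0.05 gave 974 genes, which is close to the paper's 889. The other alternatives gave 0, and under those an unadjusted p gave 822 to 1538 genes. Of the 15414 genes tested in the main setting, about 771 would pass an unadjusted p by chance. A number close to 889 therefore does not tell which threshold the paper used, and the genes themselves were not compared. Voom weights on genes with at least 10 reads at an unadjusted p, a setting chosen after seeing the values, gave 1265 genes. A negative binomial test on the recovered reads was also tried after the values were seen and is not reported with numbers. It placed Arg2, Cbr1 and Cbr3 past the threshold, its number of genes at an adjusted p was far under the paper's, and its number at an unadjusted p was close to it.

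The paper describes Arg2, Cbr1 and Cbr3 as highly upregulated among its differentially expressed genes. Here their log2 fold changes were 1.23, 1.55 and 2.67, all higher in both KO pools than in both WT pools, with adjusted p-values of 0.785, 0.764 and 0.466 from limma with Benjamini-Hochberg adjustment.

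By quantitative PCR at bI/R 3D (Figure 4), the paper finds Angpt1, Vegfa and Tie1 lower in KO than in WT kidneys. In the sequenced pools the log2 fold change was 0.04 for Angpt1, -0.07 for Vegfa and 0.24 for Tie1, with adjusted p-values of 0.967, 0.952 and 0.827 from limma with Benjamini-Hochberg adjustment. For Tie1 both KO pools were above both WT pools, and its log2 fold change was 0.036 without WT replicate 1. That of Angpt1 was -0.032 without KO replicate 2, and that of Vegfa 0.11 without WT replicate 1 and -0.24 without WT replicate 2.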

Other observations

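The tests of single explanations in this part were chosen after the results were seen, as were the lists of interferon-induced and MHC class II genes.

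Other genes the paper measured by quantitative PCR or staining had the following values in the sequenced pools, with limma and Benjamini-Hochberg adjustment. The paper's text reports Tgfb1, Fn1 and F4/80 only after unilateral I/R at the AKI-CKD stage, where it also finds Il1b, Il6 and Tnf higher. For bI/R 3D it reports no significant difference in inflammatory transcripts between the genotypes. The values here are from bI/R 3D only. Lcn2, which encodes NGAL, was higher in both KO pools, with an FPKM of 114 ± 26.4 (SD, n = 2 pools) in WT and 261 ± 17.0 (SD, n = 2) in KO mice. Its log2 fold change was 1.21, with a limma adjusted p of 0.613 over all genes and 0.0229 adjusted over the list alone (Benjamini-Hochberg). Aplnr, the gene of APJ, had an FPKM of 1.48 and 4.90 in the WT pools and 1.23 and 0.616 in the KO pools, and its log2 fold change of -1.24 was -0.51 without WT replicate 2 and -1.96 without WT replicate 1. Apln had a log2 fold change of 0.41, which was -0.0067 without KO replicate 2. Il1b, Tnf, Tgfb1 and Fn1 had log2 fold changes of -0.078, -0.21, -0.11 and -0.34, and without WT replicate 2 these were 0.18, 0.061, 0.30 and 0.22. Kdr had a log2 fold change of 0.29 and Pecam1 of 0.35, which were 0.051 and 0.14 without KO replicate 2. Il6 had 1 to 3 reads per pool, Cd3e at most 3 and Ly6g 0, so no difference was detectable at this depth. Adgre1, which encodes F4/80, had an FPKM of 11.2 in WT replicate 2 and 2.43 to 3.89 in the other pools.

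The tubular injury marker Havcr1, chosen after its values were seen, did not follow Lcn2. Its FPKM was 210 and 393 in the WT pools and 249 and 105 in the KO pools, a log2 fold change of -0.83 (adjusted p = 0.807, limma with Benjamini-Hochberg adjustment) that ranged from -1.44, without KO replicate 1, to -0.21, without KO replicate 2. Krt20, another gene chosen after its values were seen, was higher in both KO pools, with a log2 fold change of 0.73 (adjusted p = 0.545, limma with Benjamini-Hochberg adjustment).

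The lists with a Benjamini-Hochberg adjusted p over 0.05 in limma's camera were the hypoxia response genes with a median log2 fold change of 0.14, the fibroblast and extracellular matrix genes with -0.15, the adipose genes with 0.18, the neutrophil genes with 0.35, the proximal tubule differentiation genes with -0.10, the collecting duct genes with 0.014, the tubular injury and repair genes with 0.042, the T cell genes with -0.12, the thick ascending limb and distal tubule genes with -0.034, the red blood cell genes with -0.22 and the cell cycle genes with -0.032. Only 2 T cell genes and 5 adipose genes were abundant enough to be tested. Of these lists all but the hypoxia response genes changed direction with a pool left out. Without WT replicate 1 the medians were 0.11 for the proximal tubule, -0.20 for the tubular injury, 0.27 for the thick ascending limb and 0.041 for the red blood cell genes. Without WT replicate 2 they were 0.30 for the fibroblast, -0.21 for the collecting duct, 0.20 for the T cell and 0.16 for the cell cycle genes. Without KO replicate 1 the adipose genes had -0.24, the proximal tubule genes 0.18 and the red blood cell genes 0.38. Without KO replicate 2 the neutrophil genes had -0.22 and the red blood cell genes -0.87. Adjusted over the list alone, 3 of the 24 tubular injury and repair genes had an adjusted p-value under 0.05 in limma (Benjamini-Hochberg) and 5 an unadjusted p under 0.05, while the other lists of this group had 0 with at most 2 at an unadjusted p under 0.05.

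The lower median of the macrophage genes, -0.59, may come from a single pool, since it was 0.047 without WT replicate 2. Of the 20 genes, 1 had an adjusted p-value under 0.05 in limma (Benjamini-Hochberg) adjusted over the list alone and 3 an unadjusted p under 0.05. C1qa, an abundant macrophage gene chosen after its values were seen, had an FPKM of 38.7 and 88.3 in the WT pools and 43.1 and 33.3 in the KO pools.

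Interferon-induced genes and MHC class II genes were lower in the KO pools, which the paper's main text does not report. Some of them were noticed among the genes with the smallest p-values, and other genes of these kinds were then named and looked at. The lists were written after the values of all 20 listed interferon-induced genes and of 5 of the 8 MHC class II genes had been seen, and C4b and Ifng, looked at with them, were not listed. The lists therefore describe these libraries and are not a test that the genotype changed them. All 17 tested interferon-induced genes and all 8 MHC class II genes had both KO pools below both WT pools, where chance gives 2.83 and 1.33 for genes not chosen by their values. The medians were -0.92 and -2.12. H2-Ab1 had an FPKM of 65.9 and 116 in the WT pools and 23.3 and 15.8 in the KO pools, and Cd74 had 139 and 283 against 46.6 and 37.5. The 3 MHC class II genes whose values had not been seen, H2-DMa, H2-DMb1 and H2-DMb2, were all lower, with a median of -1.52. Single explanations were tested without the genes noticed first, which left 13 interferon-induced genes with a median of -0.92 and 7 MHC class II genes with -2.10. One pool as the source is argued against by the medians nearest to 0 with a pool left out, -0.75 without WT replicate 2 and -1.51 without KO replicate 2. GC content or gene length as the whole cause is argued against by medians of -0.93 and -2.12 after a trend on both and on mean level was removed. A variant acting only within the H2 region of chromosome 17 is argued against for the interferon-induced genes by the 10 outside that chromosome, with a median of -0.99. For the MHC class II genes such a variant cannot be told apart from other explanations, since only 2 of the 7 lie outside chromosome 17, with a median of -1.80. Fewer macrophages as the whole cause of the lower MHC class II genes is argued against by the 19 macrophage genes other than Cd74, whose median was -0.55 and, without WT replicate 2, 0.068. The median of the 7 MHC class II genes minus that of these macrophage genes was -1.55, and nearest to 0 with a pool left out -0.98, against a spread between library medians of 0.63 (SD). Of the 3 splits of the libraries, 1, the real one, gave a median as large for each list, so a chance split cannot be told apart from an effect of the genotype. A lower interferon response in the KO pools, from the genotype or another difference between the mice, is a hypothesis and was not tested.

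A pair of assembled genes, chosen after their values were seen, was nearly absent from KO replicate 1. They overlap on chromosome 5 of GRCm38, from 24215306 to 24222085 and from 24216324 to 24218859, and carry domains of retroviral envelope and Gag proteins. The longer had an FPKM of 57.6, 78.7 and 64.6 in WT replicate 1, WT replicate 2 and KO replicate 2, and 0.0904, from 5 reads, in KO replicate 1. Lower depth is argued against, as that library had 1.04 times the median reads of the others. Only features with at least 3 FPKM and 50 reads in the other pools were counted as nearly absent from a pool. With Gm42031, 3 such features were under 5% of every other pool in KO replicate 1 alone. There was 1 in WT replicate 1 and 0 in WT replicate 2 and KO replicate 2. A strain or donor variant in the mice of that pool cannot be told apart from other differences, since the mice are not identified. No biological explanation was tested.

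Because the series text names adipose tissue, the adipocyte gene Adipoq was examined. It had at most 6 reads in a library, and the kidney gene Umod had an FPKM of 788 to 1133, which argues against adipose tissue as the source of the RNA. Both genes were chosen after their values were seen.

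Within 10 Mb of Apela on chromosome 8, 10 of 139 tested genes (7.19%) had an unadjusted p under 0.05, against 6.32% of all tested genes.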
